A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic response in mice mastitis: Role of histone H3 acetylation and microRNA(s) in the regulation of host inflammatory gene expression during Staphylococcus aureus infection" (2014).

How the data were processed

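Total RNA of lactating mammary tissue from Swiss albino mice was measured on 6 Illumina MouseWG-6 expression arrays, 24 h after inoculation. The labels give 3 groups of 2 arrays, which are PBS (the inoculation buffer, as control), SA1 and SA2 (2 strains of Staphylococcus aureus, a bacterium that causes mastitis). The design text calls the replicates biological and does not say whether each came from a separate mouse or gland, so p-values measure the spread between these arrays only. All 6 arrays lay on 1 slide and each group had adjacent positions, so position on the slide and group cannot be told apart and no slide block could be fitted.

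Per the file headers, the deposited probe profile was exported from GenomeStudio 1.9.0 with no normalization. The deposited intensity of a probe is the mean brightness of its beads on a linear scale, for 45281 probes. The deposited detection score is a fraction from 0 to 1 and was read as 1 minus the detection p. The authors' bead standard deviation and bead number were used only to compare replicates with bead noise. The authors' series matrix held the same intensity values, with a largest difference of 0 over 45281 probes and array medians of 74.7 to 80.3, so it was on the same linear scale and not centred. The file header names version 2 of the array content. The study's text names another version. The file's other 24 per-array columns were not used.

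Intensities were corrected for background, quantile normalized and put on the log2 scale with neqc of limma 3.58.1 in R 4.3.3, with an offset of 16 and the background estimated from the detection p. Probes with a detection p under 0.05 on at least 2 of the 6 arrays were kept, which left 16505 probes. The brightest probe stood for each gene, which left 12082 genes, of which 3282 had several kept probes. Of the 45281 probes, 27760 carried a current symbol of the GRCm38.p6 gene table, 8035 an older name of 1 gene and 187 an older name of several genes. The remaining 9299 kept the name in the file. No coordinates are given, since the sources used here name no build for the arrays.

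All 6 arrays entered 1 limma fit with a mean per group, and each comparison was tested two-sided with a moderated statistic on 6.25 degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. Standard errors (SE) are those of this fit. For each of 32 gene lists, camera of limma with a preset inter-gene correlation of 0.01 compared the genes of a list with all other genes, and p was adjusted over the 32 lists. Camera with an estimated correlation and fry were alternatives. A gene whose probes had a detection p of 0.05 or more on both arrays of a group is called below background there. Its fold is given as a bound, from the brighter group's mean against the dim group's mean of, per array, the higher of the lowest detected signal and the probe's own value.

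Groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule took, per comparison, the 10 largest rises and the 10 largest falls among genes past the threshold. A direction with fewer than 5 was filled to 5 by the smallest unadjusted p. The rule also took 2 to 4 members of each list described, by smallest unadjusted p, and any measured gene of 3 lists from the study. Alternatives changed the background correction, the normalization, the filter, the probe rule, the variance prior, the arrays in the fit, the replicate block, the set test and the test, where the methods' t-test was run on the same values. A threshold of 0.1 and removal of a trend with gene length (loess, span 0.5) were added after seeing the data. Each fit without 1 array repeated the normalization, the filter and the probe choice, so the genes counted in a list could change.

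The steps were tested on simulated data for the comparison of SA1 with PBS over 12082 genes, in 20 simulations with 200 changed genes each. The fit recovered 0.0746% of 1.5-fold changes, 4.40% of 2-fold changes and 76.1% of 4-fold changes, and 5.84% of its calls were false. The number of arrays limits the precision. Of the probes detected on both replicates, 46.1% to 64.4% differed beyond the 95% interval of bead noise, where 5% would be expected from bead noise alone, which does not tell separate samples from repeated arrays of 1 sample. List genes with no row here, such as Cd79a, Hmgcs1 and Cxcl5, were not analysed here.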

Results

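The response of mammary tissue to 2 strains of Staphylococcus aureus was measured on 6 arrays, with 2 arrays each for PBS, SA1 and SA2. Mean intensity was 279 and 334 on the PBS arrays, 216 and 263 on the arrays labelled SA1, and 267 and 254 on the arrays labelled SA2. The number of detected probes was 15371 and 16169 for PBS, 13696 and 14871 for the arrays labelled SA1, and 15922 and 15142 for the arrays labelled SA2. The median number of beads per probe was 44 or 45 on each array. Across genes, replicates correlated at 0.968 (PBS), 0.971 (SA1) and 0.982 (SA2), and the mean correlation was 0.974 within groups against 0.960 between groups. Genes are not independent replicates. PBS replicate 1 correlated more closely with SA2 replicate 1 (0.975) than with PBS replicate 2.

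The directions given here between the strains oppose those of the study's text for Lck, Itgae, Arrb2, Fer and Trem2, and for Camp if the rise that the text gives for SA1 alone is read as higher than in SA2. They run with the text for Cd14 and Tlr4 of its qRT-PCR panel, so groups are called by their labels. Lck, a kinase of T cell receptor signalling, was lower in the arrays labelled SA1 than in those labelled SA2 by a log2 difference of -2.67 (SE 0.26, adjusted p = 0.0397, limma). Camp, an antimicrobial peptide of neutrophils, was at least 2.52-fold lower in the arrays labelled SA1, where it was below background (adjusted p = 0.0397). For SA1 against PBS, where the text gives a rise from the arrays, Camp was below background in both groups. Its fitted value there was 0.23 (adjusted p = 0.559, limma). The log2 difference was -1.05 for the integrin gene Itgae, -0.32 for Arrb2 and 0.56 for Fer, and Trem2, below background in the arrays labelled SA2, was at least 1.12-fold higher in those labelled SA1. None of these 4 passed the test, the 3 probes of Fer ranged from -0.0039 to 0.56, and Fer was at 0.29 without SA2 replicate 1. The fixed qRT-PCR panel lists 19 genes, of which 7 were measured after the filter. Cytokine genes such as Il6, Tnf and Ifng are not among them, so most of the panel is not covered. Of the 7 measured genes, Cd14 (1.897, adjusted p = 0.0589, limma) and Tlr4 (0.54, adjusted p = 0.201) were on the higher side in the arrays labelled SA1, and 5 were on the lower side. Ccl5 was at -1.92 (adjusted p = 0.0575) and Ltf at -0.87 (adjusted p = 0.0768), while Cxcl1 (-0.098), Il1b (-0.079) and Tlr2 (-0.057) stood near 0. None of the 7 passed, and the number on the higher side was 4 of 7 without SA2 replicate 2, and 3 without SA1 replicate 1, without background correction or with normexp and an offset of 50. Under median scaling Lck and Camp kept their sign and did not pass (adjusted p = 0.0688 for both, limma).

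**Figure D1:**
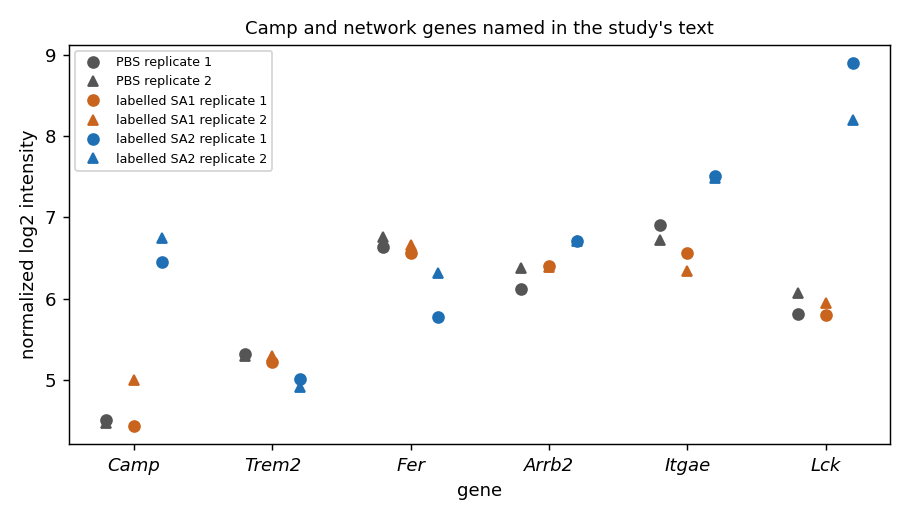
Normalized log2 intensity (y axis) of Camp and 5 measured network genes named in the study's text (x axis), with 1 point per array. Lck, Camp and Itgae lie higher on both arrays labelled SA2 than on both arrays labelled SA1.

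The first comparison asked which genes changed with the strain labelled SA1. Ccl28, a chemokine of mucosal epithelium, rose by 2.99 on the log2 scale (SE 0.22, adjusted p = 0.0394, n = 2 and 2, limma), and Elovl6, an elongase of fatty acid synthesis, changed by -2.37 (SE 0.17, adjusted p = 0.0394). They were the only 2 of 12082 genes past the threshold, and both changed over 1.5-fold. Next by p were Cldn34c1 (1.45), Aqp9 (1.49), Ly96 (1.40) and Sord (1.899) on the higher side, and Ahdc1 (-2.001), Col4a1 (-1.66) and Ptprb (-1.53) on the lower side, each with an adjusted p of 0.0586, so that none passed. Armcx4 was below background in the arrays labelled SA1 and at least 2.26-fold lower. At an unadjusted p under 0.05 there were 3137 genes, of which 1438 were higher and 1699 lower. With PBS replicate 1 left out, 318 genes passed, and with any of the other 5 arrays left out none did, nor after removal of the trend with gene length described next, where Ccl28 stood at 3.05 and Elovl6 at -2.15 (adjusted p = 0.0527 for both).

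Matrix, vessel and lipid synthesis genes stood lower in the arrays labelled SA1. Of 18 measured fibroblast and extracellular matrix genes, all had a negative log2 fold change, with a median of -1.64. None passed over all genes, and 17 passed adjusted over the list alone. Col4a1 and Col4a2, chains of basement membrane collagen, changed by -1.66 and -1.74. Camera called the list (adjusted p = 1.99e-10), but not with an estimated correlation (adjusted p = 0.817). Among 18 endothelial markers the median was -0.69, and 14 were lower adjusted over the list alone, with Flt1 at -1.55 and Plvap at -1.45 (camera adjusted p = 2.1e-07, and adjusted p = 0.277 with an estimated correlation). Among 25 fatty acid synthesis genes the median was -0.80. Elovl6 passed over all genes and 13 were lower adjusted over the list alone, among them Acly at -1.13 (camera adjusted p = 2.29e-06, and adjusted p = 0.499 with an estimated correlation). Among 19 cholesterol synthesis genes the median was -1.09, and 6 were lower adjusted over the list alone, with Sqle at -1.48 and Fdps at -1.61 (camera adjusted p = 1.4e-05, and adjusted p = 0.817 with an estimated correlation). Their median was -0.61 without SA1 replicate 1 and -1.73 without SA1 replicate 2. All 11 tubulins had a negative value, with a median of -0.47, Tuba1b at -0.997 and Tubb6 at -1.52, and 6 were lower adjusted over the list alone (camera adjusted p = 0.000848, and adjusted p = 0.445 with an estimated correlation), with a median of -0.902 without SA1 replicate 2. For 17 immediate early genes the median was -0.49, or -0.31 with genes below background at their bound, and 1 was lower adjusted over the list alone. Egr1 stood at -1.71 and Fosl2 at -0.99 (camera adjusted p = 0.0208, and adjusted p = 0.499 with an estimated correlation). This list was no longer called without PBS replicate 1 (median -0.175, camera adjusted p = 0.265), without SA1 replicate 2 (adjusted p = 0.14) or with detection required on all 6 arrays (adjusted p = 0.0517). Across genes, the log2 fold change fell with genomic gene length (rho = -0.278 over 10211 genes), from a median of 0.19 in the shortest of 5 equal length classes to -0.20 in the longest. Under median scaling the median of all genes was -0.43 in this comparison, -0.221 for SA2 against PBS and -0.225 between the strains, and the calls here were 24 higher and 1257 lower, against 1 and 1 with quantile normalization. Relative to the other genes the 6 lists were still called.

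Immune cell lists were not called in the arrays labelled SA1. The median log2 fold change was 0.01 for 16 T cell markers, while their mean and the test lay on the lower side, -0.08 for 11 B cell markers (0 with genes at their bound) and 0.19 for 14 neutrophil markers (0.0738 with genes at their bound). S100a9, a calcium-binding protein of neutrophils, stood at 2.001 (SE 0.40, adjusted p = 0.0723), and the lipopolysaccharide receptor Cd14 at 1.70 (SE 0.32, adjusted p = 0.0685). Gsta3 (2.11), Ramp1 (1.70) and Fasn (-1.91), which the study chose on these samples, did not pass either. Skeletal muscle markers had a median of 1.37 and were not called (camera adjusted p = 0.131). Under median scaling, relative to the other genes, camera called muscle markers (median 0.90, adjusted p = 2.12e-06) and neutrophil markers (median 0.08, adjusted p = 0.00188) on the higher side. The muscle markers differed between replicates, at 1.20 and -1.20 around the PBS mean on the PBS arrays, 2.08 and 0.79 on the arrays labelled SA1, and 0.05 and -1.13 on the arrays labelled SA2.

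**Figure D2:**
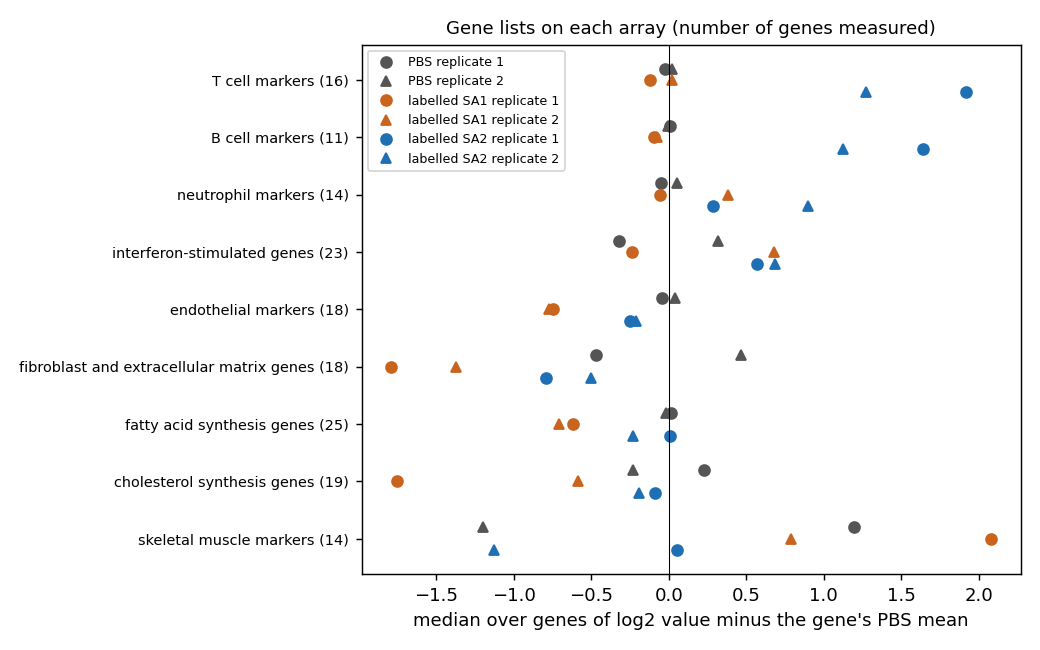
Median over the genes of each list of the log2 value minus the gene's PBS mean (x axis) for 9 gene lists (y axis), with 1 point per array. T cell markers lie at 1.92 and 1.27 on the arrays labelled SA2, and matrix genes at -1.79 and -1.37 on the arrays labelled SA1.

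The second comparison asked which genes changed with the strain labelled SA2. The 4 genes that passed were immune cell genes, and all 4 rose. Prg2, the major basic protein of eosinophils, rose by 3.81 on the log2 scale (SE 0.26, adjusted p = 0.0282, n = 2 and 2, limma). Il4i1, an amino acid oxidase of immune cells, rose by 2.98 (SE 0.24, adjusted p = 0.0388), and Cd79b, a chain of the B cell receptor, by 2.96 (SE 0.24, adjusted p = 0.0388). Mpo, the myeloperoxidase of neutrophil granules, was below background in PBS and at least 4.23-fold higher (adjusted p = 0.0162). S100a9 stood at 4.37 (SE 0.40, adjusted p = 0.0601) and did not pass. In PBS, Cd79b (mean 5.07) and S100a9 (mean 5.11) lay near the lowest detected signal of the PBS arrays, 5.11 and 5.02. The size of their rises is therefore uncertain, and the 2 probes of Cd79b gave 1.94 and 2.96. On the lower side no gene passed, and those with the smallest p were Gpnmb (-1.56), Fcna (-1.43), Itpripl2 (-1.08), Mospd3 (-1.36) and Aqp5, which was below background in the arrays labelled SA2 and at least 3.50-fold lower. At an unadjusted p under 0.05 there were 836 genes, with 461 higher and 375 lower. Under median scaling Il4i1 and Cd79b no longer passed (adjusted p = 0.123 and 0.122). With any 1 array left out, none of the 4 genes passed. No gene passed without PBS replicate 1, PBS replicate 2 or either array labelled SA2, and S100a9 alone passed without SA1 replicate 1 (adjusted p = 0.0339, limma) or SA1 replicate 2 (adjusted p = 0.034).

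Lymphocyte genes were higher in the arrays labelled SA2. The fixed lists held 25 T cell and 21 B cell markers, of which 16 and 11 were measured. The filter keeps a probe detected only on the 2 arrays labelled SA2, so it favours markers that are higher there. The signs of the measured markers are therefore not independent of the filter. With no filter on dim probes, all 14 lists called in this comparison were still called in the same direction. Each of 16 T cell markers had a positive log2 fold change, with a median of 1.59, or 1.51 with genes at their bound, and 12 were higher adjusted over the list alone, though none passed over all genes. Lck stood at 2.60 and Cd3g, a chain of the T cell receptor complex, at 2.22 (camera adjusted p = 2.7e-22, and adjusted p = 0.179 with an estimated correlation). Each of 11 B cell markers was positive, with a median of 1.501, or 1.18 with genes at their bound. The first of these medians was 2.59 without SA2 replicate 1 and 2.81 without SA2 replicate 2. The repeated filter left 11741 and 11890 genes there, so the markers counted could differ. Over the fixed 11 markers, SA2 replicate 1 stood at 1.643 and SA2 replicate 2 at 1.125 above the PBS mean. Neither array alone accounts for the higher medians. Cd79b passed over all genes and 10 were higher adjusted over the list alone, among them Fcmr at 3.56 (camera adjusted p = 2.38e-19, and adjusted p = 0.179 with an estimated correlation). Fcmr also lay near the lowest detected signal in PBS (mean 5.13). Among 7 plasma cell markers the median was 0.71, and 2 were higher adjusted over the list alone, Tnfrsf13b at 1.37 and Mzb1 at 1.21 (camera adjusted p = 1.18e-05, and adjusted p = 0.179 with an estimated correlation). Their median was 0.37 without PBS replicate 1, 1.12 without SA2 replicate 1 and 0.318 without SA2 replicate 2. Among 9 lymph node stroma markers 3 were higher adjusted over the list alone, with the lymphoid chemokine genes Ccl21c at 3.30 and Ccl21a at 3.11. Their median was 0.55 (camera adjusted p = 0.000642, and adjusted p = 0.228 with an estimated correlation), and without PBS replicate 1 it was 0.34 and the list was not called (camera adjusted p = 0.108).

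Neutrophil, cytotoxic and interferon genes also stood higher there. Of 14 neutrophil markers, Mpo passed over all genes and 6 were higher adjusted over the list alone, with a median of 0.59 (camera adjusted p = 5.35e-07, and adjusted p = 0.262 with an estimated correlation). In sign 9 were positive and 5 negative, the median was 0.949 without PBS replicate 2, 0.34 without SA2 replicate 1 and 0.127 without SA2 replicate 2, and with detection required on all 6 arrays it was 0.0112 and the list was not called (camera adjusted p = 0.194). Of 4 cytotoxic cell markers 3 were higher adjusted over the list alone, with Nkg7 at 1.15 and Ccl5 at 1.85 (camera adjusted p = 4.48e-05, and adjusted p = 0.179 with an estimated correlation). Of 23 interferon-stimulated genes 22 had a positive value, with a median of 0.79 and none past the threshold adjusted over the list alone, and Irf1 at 0.92 and Ifi47 at 1.22 (camera adjusted p = 2.98e-08, and adjusted p = 0.357 with an estimated correlation), and without PBS replicate 1 the median was 0.297 and Ifi47 stood at 0.795. Among 18 inflammatory genes the median was 0.16, and 2 were higher adjusted over the list alone, the adhesion molecule Icam1 at 1.38 and Tnfaip3 at 0.83 (camera adjusted p = 0.000915, and adjusted p = 0.205 with an estimated correlation), and with detection required on all 6 arrays the median was 0.0279 and the list was not called (camera adjusted p = 0.763). Without SA2 replicate 1 it was 0.36. Cell cycle genes had a median of 0.27 over 17 genes, with Top2a at 0.87 and none past the threshold adjusted over the list alone (camera adjusted p = 0.000358, and adjusted p = 0.507 with an estimated correlation). The median of the cell cycle genes was 0.58 without PBS replicate 1 and 0.17 without SA2 replicate 1. Without PBS replicate 2 it was -0.0113 (camera adjusted p = 0.461), and with detection required on all 6 arrays 0.107 (camera adjusted p = 0.305), and neither was called. The 23 genes that the study took from these arrays for qRT-PCR, which are not independent evidence, had a median of 0.55, and 12 were higher and 5 lower adjusted over the list alone (camera adjusted p = 1.06e-05, and adjusted p = 0.228 with an estimated correlation).

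Stromal lists were lower in the arrays labelled SA2, with few single genes past a threshold. The median was -0.63 for 18 matrix genes, with Lum at -1.33 (camera adjusted p = 1.21e-08, and adjusted p = 0.357 with an estimated correlation), with -1.07 without PBS replicate 1 and -0.232 without PBS replicate 2, and -0.26 for 18 endothelial markers, with the receptor gene Aplnr at -1.26 (camera adjusted p = 2.77e-05, and adjusted p = 0.179 with an estimated correlation). It was -0.75 for 11 adipocyte markers, with Lep at -1.10 (camera adjusted p = 0.000358, and adjusted p = 0.478 with an estimated correlation), and -0.25 for 17 immediate early genes, with Fosb at -0.69 (camera adjusted p = 0.000842, and adjusted p = 0.179 with an estimated correlation). Adjusted over the list alone, 1 endothelial marker was lower and no gene of the other 3 lists passed. Adipocyte markers stood at -0.52 and 0.52 around their mean on the PBS arrays. Their median was -1.31 without PBS replicate 1 and -0.343 without PBS replicate 2, where the list was not called (camera adjusted p = 0.122). Without the same arrays Lep stood at -1.71 and -0.4995, and Lum at -0.884 without PBS replicate 2. Immediate early genes were not called without PBS replicate 1 (camera adjusted p = 0.165).

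The third comparison set the strains against each other. T and B cell genes were among the 85 genes lower in the arrays labelled SA1 than in those labelled SA2, and 20 genes were higher, among 12082 tested. Ighm, the heavy chain of immunoglobulin M, differed by -4.28 (SE 0.63, adjusted p = 0.0488, limma), Ccl21c by -4.01, Ccl21a by -3.91, Fcmr by -3.60, Il4i1 by -3.17, Cd3d by -2.93, Cd3e by -2.86 and Cd79b by -2.77. Prg2 was at least 16.4-fold lower and Bcl11b at least 4.94-fold lower in the arrays labelled SA1, where both were below background. Among named genes above background in both groups, the largest difference on the higher side was that of Gsta3, a glutathione transferase, at 2.11 (SE 0.25, adjusted p = 0.0397). It was followed by Dkkl1 (1.896), Sord (1.74), Tpsab1 (1.67), Snhg12 (1.66), Abhd1 (1.64) and Chpt1 (1.56). Erbb3, Cldn34c1 and Akip1 were below background in the arrays labelled SA2 and at least 3.00-fold, 2.58-fold and 2.20-fold higher in those labelled SA1. Leaving out 1 array reduced the 105 genes to 4 without either PBS array and to 0 without any of the 4 arrays of infected tissue. Under median scaling 12 genes passed, all lower.

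Of 16 T cell markers 8 were lower over all genes and 14 adjusted over the list alone, and of 11 B cell markers 6 and 11. The filter favours markers that are higher in the arrays labelled SA2 here as well. Fatty acid synthesis genes had a median difference of -0.72, with Elovl6 at -2.24, and cholesterol synthesis genes one of -0.998, with Sqle at -1.59. The median of the cholesterol genes was -0.361 without SA1 replicate 1 and -1.65 without SA1 replicate 2. In all, 17 of 32 lists were called, 16 lower and 1 higher, and none with an estimated correlation, where the smallest adjusted p was 0.289. Under median scaling 12 of the 17 were still called, and with detection required on all 6 arrays 9. Interferon-stimulated genes were not called without SA1 replicate 1 (median -0.112, camera adjusted p = 0.921) or under median scaling (camera adjusted p = 0.231). Inflammatory genes were not called under median scaling (camera adjusted p = 0.0568), with detection required on all 6 arrays (median 0.0292, adjusted p = 0.65), without SA1 replicate 1 (adjusted p = 0.14) or without SA2 replicate 2 (adjusted p = 0.136). Among the strain effects against the shared PBS arrays, no gene was called in both. At an adjusted p under 0.1, 3 genes were higher in both, against 1.30 for independent lists, and 3 were lower in both, against 0.16. The log2 fold changes of the strains correlated at 0.400 across 12082 genes, against 0.501 in 1000 simulations of unchanged groups that share the PBS arrays. Their covariance was 0.0805 against 0.0547 simulated, a difference of 0.0258. The simulation gave every group the pooled spread of the fit. Between replicates the standard deviation of the log2 difference was 0.514 for PBS, 0.495 for SA1 and 0.381 for SA2. The simulation thus understates the covariance that comes from sharing the PBS arrays, and the difference does not show a shared response. The PBS arrays are too few to split, so part of the overlap may come from sharing them.

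**Figure D3:**
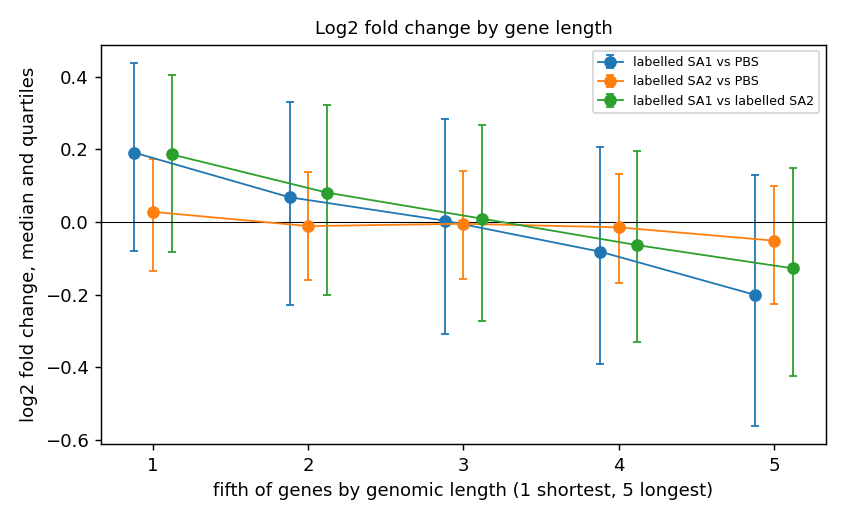
Median log2 fold change (y axis, bars from the lower to the upper quartile) of genes in 5 equal classes of genomic length (x axis) for the 3 comparisons. The median goes from 0.19 to -0.20 for the arrays labelled SA1 against PBS and from 0.03 to -0.05 for those labelled SA2.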

Values the study reported

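The study reported 43 genes that differed in tissue infected with SA1 and 151 in tissue infected with SA2, at a change of 1.5-fold or more and an adjusted P under 0.05.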

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

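Of the tests in this part, those of exchanged labels, processing that turned the sign, lymph node tissue, 1 source of RNA and a lower share of epithelium were chosen only after the result they measure was seen. The set tests behind every list used a preset correlation, and none passed with an estimated one.

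The strain effects differed directly in 105 genes. The difference of the arrays labelled SA1 from those labelled SA2 was 2.11 for Gsta3, 1.93 for Erbb3, 1.896 for Dkkl1, 1.74 for Sord, 1.67 for Tpsab1, 1.66 for Snhg12, 1.64 for Abhd1, 1.56 for Chpt1, 1.53 for Cldn34c1 and 1.51 for Akip1 on the log2 scale. It was -4.38 for Prg2, -4.28 for Ighm, -4.01 for Ccl21c, -3.91 for Ccl21a, -3.60 for Fcmr, -3.17 for Il4i1, -2.93 for Cd3d, -2.86 for Cd3e, -2.78 for Bcl11b and -2.77 for Cd79b. For Erbb3, Cldn34c1, Akip1, Prg2 and Bcl11b, below background on 1 side, these are fitted values and not bounds.

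Among cell type lists, the median log2 difference was -1.62 for T cell, -1.69 for B cell, -0.64 for neutrophil, -0.40 for plasma cell, -0.71 for cytotoxic cell, -1.21 for lymph node stroma, -0.41 for endothelial and 1.93 for skeletal muscle markers, and -0.98 for matrix genes. Among pathway lists it was -0.26 for inflammatory, -0.58 for interferon-stimulated, -0.72 for fatty acid synthesis, -0.998 for cholesterol synthesis and -0.56 for cell cycle genes, and -0.44 for tubulins. It was -1.32 for the genes taken for qRT-PCR and -0.51 for the network genes, both lists from the study. With genes below background at their bound it was -0.978 for B cell markers and -0.0918 for inflammatory genes. Of these 17 lists, plasma cell (camera adjusted p = 0.179), cytotoxic cell (0.0912), inflammatory (0.0568), interferon-stimulated (0.231) and qRT-PCR genes (0.0844) were not called under median scaling. With detection required on all 6 arrays, 3 were not tested, and neutrophil (camera adjusted p = 0.213), plasma cell (0.0541), inflammatory (0.65), cell cycle (0.204) and qRT-PCR genes (0.548) were not called.

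Leaving out 1 array moved several of these medians by over 1.5 times. The filter was repeated each time, so a move can come from a change in the genes counted as well as from the array. Without SA1 replicate 1 the median was -0.112 for interferon-stimulated and -0.361 for cholesterol synthesis genes, -0.197 for tubulins and 1.247 for muscle markers. Without SA1 replicate 2 it was -1.07 for neutrophil markers, -0.587 for inflammatory, -0.971 for interferon-stimulated and -1.65 for cholesterol synthesis genes and -0.752 for tubulins. Without SA2 replicate 1 it was -0.34 for neutrophil and -0.803 for plasma cell markers, -0.172 for tubulins and -0.838 for the qRT-PCR genes. Without SA2 replicate 2 it was -0.135 for neutrophil, -3.08 for B cell, -0.215 for plasma cell and 1.199 for muscle markers, and without PBS replicate 1 it was -0.0962 for inflammatory genes.

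Genes given a direction by strain in the study did not run 1 way. For 5 measured network genes the text gives a direction by gene. For the qRT-PCR panel it gives higher expression with SA1 in general, which was applied here to the 7 measured panel genes. Ltf among them is not named with a direction. With SA1 and SA2 labels exchanged between the arrays and the study's text, at most 1 of these 12 genes should have the stated sign as labelled. It was seen in 2 of 12, Cd14 and Tlr4, or in 3 without SA1 replicate 1 and 4 without SA2 replicate 2. Among those with the opposite sign, Cxcl1 (-0.098), Il1b (-0.079) and Tlr2 (-0.057) hardly differed between the strains, so their signs carry little weight. The share of lower calls should be higher in the arrays labelled SA1, and at an adjusted p under 0.1 it was 58.2% there against 8.11% for SA2, the latter 3 of 37 genes, but at an unadjusted p under 0.05 it was 1699 of 3137 genes against 375 of 836. An exchange stays open, also beside the text's account of more infiltration in tissue infected with SA1, and a true difference of these samples from those behind the text was not tested. Normalization, filter or probe choice is argued against for the network genes, of which at most 1 (Fer, with every probe on its own) had the stated sign under any processing setting, and stays open for the qRT-PCR panel, where at most 5 had it, of 18 measured with no filter on dim probes.

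Lymphocyte genes were higher in the arrays labelled SA2. A lower share of epithelium raising all other cell types alike is argued against by endothelial markers, whose median was -0.26. A single source of RNA for lymphocyte and neutrophil genes should give replicate 1 minus replicate 2 of SA2, 1 array each, the same sign in both sets. The median was 0.664 over 22 lymphocyte genes and -0.311 over 6 neutrophil genes, which goes against it. The ranges, -0.0149 to 1.12 and -0.842 to 0.704, overlap (permutation p = 1e-04 over genes, which are not independent), so a single source stays open. Lymph node tissue in the samples could not be excluded, with a median of 0.55 for stroma markers, of which 6 were positive and 3 negative. They did not pass camera with an estimated correlation (adjusted p = 0.228), but neither did the T and B cell lists (adjusted p = 0.179 for both), so this does not count against it. The study's methods do not say whether lymph nodes were removed from the dissected glands. Infiltration that depends on the strain stays open as well, as untested.

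The 6 gene lists lower in the arrays labelled SA1 held against 3 technical explanations taken as the whole cause. The trend removed was one on genomic gene length, and a fall of signal with transcript length was not tested. Signal falling with genomic length is argued against, since 6 of 6 lists were still called with that trend removed. Weaker signal of SA1 replicate 1 and the tissue makeup of PBS replicate 2 are argued against likewise, with 6 of 6 lists called without either array, and 5 of 6 were called without PBS replicate 1 or SA1 replicate 2. The median of matrix genes was -0.47 and 0.47 around the PBS mean on the PBS arrays. Leaving out 1 array cannot test a weaker signal shared by both arrays labelled SA1, which had 13696 and 14871 detected probes. Relative to the mean of all 6 arrays, values fell with genomic length on both (rho = -0.14 and -0.30) and rose on each PBS array (0.19). A shared difference in signal or RNA quality stays open. The calls used the preset correlation of 0.01, where 0.776 was estimated for matrix genes, 0.486 for cholesterol and 0.124 for fatty acid synthesis genes. The estimate was 0.00431 for immediate early genes, -0.019 for endothelial markers and -0.0587 for tubulins, none above the preset. For those lists a higher correlation does not account for the larger p of camera with an estimated one. Position on the slide stays open, as does an effect of the strain, which may account for the lists only as a hypothesis.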

How the results depend on the processing

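Removal of the trend with gene length and the threshold of 0.1 were chosen after seeing the data, and the cause of each change below was not tested unless stated. Counts are of genes past the threshold for SA1 against PBS, SA2 against PBS and SA1 against SA2, where 2, 4 and 105 passed, and each limma count at 0.05 was identical with a 1.5-fold minimum. They were 63, 0 and 49 with quantile normalization and no background correction, 39, 2 and 51 with normexp and an offset of 50, 1281, 2 and 12 under median scaling, 53, 1 and 12 with no filter on dim probes, and 371, 0 and 41 with detection p under 0.01 on all 6 arrays. With only the 4 arrays compared they were 0, 1 and 4, with fewer degrees of freedom. With every probe on its own 9 passed for SA2 against PBS, and with an intensity trend in eBayes 84 for SA1 against PBS. With the gene length trend removed 0 passed for SA1 against PBS and 53 for SA1 against SA2. At an adjusted p under 0.1 there were 1106, 37 and 630. The methods' t-test gave 821, 207 and 865 at its unadjusted threshold with 1.5-fold, 241, 96 and 278 with 2-fold, and 0, 1 and 1 after Benjamini-Hochberg. Without 1 array, where the lone array of a group is assumed to vary like the others, counts ranged from 0 to 318, from 0 to 1 and from 0 to 4.

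The replicate numbers do not pair the samples, with correlations of replicate deviations of -0.0209, 0.147 and -0.218, and with the replicate block the counts were 0, 0 and 0 while all 6, 14 and 17 lists stayed called, among 8, 16 and 17 called in all, muscle markers being added in both comparisons with PBS. Camera with an estimated correlation called 0, 0 and 0 lists, and fry 3, 8 and 10. The strict filter left 9 lists for SA2 against PBS and 9 for SA1 against SA2, where 2 and 3 of those called before were not tested. Without 1 array, lists ranged from 6 to 9, from 16 to 19 and from 13 to 20, but of the 6, 14 and 17 called with all arrays only 5 to 6, 12 to 14 and 13 to 17 stayed called in the same direction. For SA1 against SA2, neutrophil and muscle markers were lost without SA2 replicate 2, plasma cell markers without SA1 replicate 1 or SA2 replicate 2, and cytotoxic cell markers without PBS replicate 1, PBS replicate 2 or SA2 replicate 1.

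The direction of the test turned for lists that were not called with all arrays and the main settings. Under median scaling it turned for T cell (median -0.18) and B cell markers (-0.0775) in SA1 against PBS and for muscle markers (-0.58) in SA2 against PBS, and under the strict filter for neutrophil markers (-0.0464) in SA1 against PBS. Without 1 array, neutrophil markers ranged from -0.0576 to 0.38 and muscle markers from -0.0715 to 2.61 in SA1 against PBS, and muscle markers from -1.80 to 0.73 in SA2 against PBS, where the highest value, without PBS replicate 1, passed as higher (adjusted p = 0.0151) and the lowest, without PBS replicate 2, as lower (adjusted p = 2.41e-11). Single genes that turned were Camp (-0.0576 to 0.53) and Lck (-0.20 to 0.0512) in SA1 against PBS, and Cd14 (-0.58 to 0.19) and Tnnt3 (-1.78 to 0.31) in SA2 against PBS. With all arrays kept, 622 values of named genes stayed on their side of the threshold with the same sign, 88 no longer passed and 34 newly passed. Signal over background limits genes such as Camp and Mpo to bounds.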

Other observations

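Epithelial and secretory lists were not called in any comparison. For SA1 against PBS, SA2 against PBS and SA1 against SA2, the median log2 difference was 0.03, 0.08 and -0.08 over 19 milk protein and secretory genes, 0.04, -0.04 and 0.14 over 12 luminal epithelial markers, and -0.19, 0.13 and -0.28 over 8 myoepithelial markers. Monocyte and macrophage markers stood at 0.05, -0.03 and 0.20 over 17 genes. Over 22 genes of the Toll-like receptor pathway the median was 0.10, 0.12 and -0.0003. A median near 0 can hide opposite changes. Adjusted over the list alone, 2 pathway genes were higher and 1 lower for SA1 against PBS. For SA1 against SA2, 2 were higher and 2 lower, and 1 was higher over all genes.

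Chromatin enzymes were not called either. The median was -0.02, 0.03 and 0.06 over 12 lysine acetyltransferases, which add acetyl groups to histones, and -0.08, -0.06 and -0.06 over 15 histone deacetylases, which remove them. Single deacetylases moved in opposite directions, from -1.09 to 1.06 for SA1 against PBS. Adjusted over the list alone, 1 was higher and 1 lower there, and likewise for SA1 against SA2. Ep300, an acetyltransferase, stood at -0.73 in SA1 against PBS (adjusted p = 0.107, limma) and at -0.22 in SA2 against PBS (adjusted p = 0.964, limma).

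At 1.5-fold and an adjusted p under 0.05, 2 genes differed in the arrays labelled SA1. That is lower than the value quoted from the study above. At the same thresholds 4 genes differed in the arrays labelled SA2. That is lower than the value quoted from the study above. The study names its test in different ways in its text and its supplement. The t-test on the same values at an adjusted p under 0.05 gave 0 and 1 genes, or 0 and 0 with 1.5-fold, and unadjusted with 1.5-fold 821 and 207.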
